# The miRNAome of the postpartum dairy cow liver in negative energy balance

**DOI:** 10.1186/1471-2164-15-279

**Published:** 2014-04-12

**Authors:** Attia Fatima, David J Lynn, Padraic O’Boyle, Cathal Seoighe, Dermot Morris

**Keywords:** micro RNA, RNA-seq, Liver, Negative energy balance, Nutrition, Dairy cattle

## Abstract

**Background:**

Negative energy balance (NEB) is an altered metabolic state in high yielding cows that occurs during the first few weeks postpartum when energy demands for lactation and maintenance exceed the energy supply from dietary intake. NEB can, in turn, lead to metabolic disorders and to reduced fertility. Alterations in the expression of more than 700 hepatic genes have previously been reported in a study of NEB in postpartum dairy cows. miRNAs (microRNA) are known to mediate many alterations in gene expression post transcriptionally. To study the hepatic miRNA content of postpartum dairy cows, including their overall abundance and differential expression, in mild NEB (MNEB) and severe NEB (SNEB), short read RNA sequencing was carried out. To identify putative targets of differentially expressed miRNAs among differentially expressed hepatic genes reported previously in dairy cows in SNEB computational target identification was employed.

**Results:**

Our results indicate that the dairy cow liver expresses 53 miRNAs at a lower threshold of 10 reads per million. Of these, 10 miRNAs accounted for greater than 95% of the miRNAome (miRNA content). Of the highly expressed miRNAs, miR-122 constitutes 75% followed by miR-192 and miR-3596. Five out of thirteen let-7 miRNA family members are also among the highly expressed miRNAs. miR-143, down-regulated in SNEB, was found to have 4 putative up-regulated gene targets associated with SNEB including *LRP2* (low density lipoprotein receptor-related protein 2), involved in lipid metabolism and up-regulated in SNEB.

**Conclusions:**

This is the first liver miRNA-seq profiling study of moderate yielding dairy cows in the early postpartum period. Tissue specific miR-122 and liver enriched miR-192 are two of the most abundant miRNAs in the postpartum dairy cow liver. miR-143 is significantly down-regulated in SNEB and putative targets of miRNA-143 which are up-regulated in SNEB, include a gene involved in lipid metabolism.

## Background

### miRNAs

miRNAs are among the most abundant and extensively studied class of small non-coding RNA. miRNAs are estimated to regulate the expression of up to 60% of mammalian protein coding genes [1] and are associated with many economically important traits in domestic livestock [2]. The biosynthesis of miRNA is comprised of multiple stages. The initial stage involves transcription of the miRNA gene to produce primary miRNAs, several hundred base-pairs in length, followed by the generation of 70 nucleotide-long hairpin shaped pre-miRNAs. Finally, Dicer-mediated processing results in the mature ~22 bp miRNA [3]. miRNA-mediated interference involves imperfect base-pairing of miRNAs, typically to the 3' UTR of the target mRNA. miRNAs have been reported to regulate gene expression in various biological pathways including those involved in metabolism and energy homeostasis [4]. In addition, miRNAs have been implicated in a wide variety of diseases [5,6]. The regulatory role of miRNAs in liver disease such as hepatitis, diet induced non-alcoholic fatty liver, alcoholic and non-alcoholic hepatocellular carcinoma and cirrhosis have been reported in humans and demonstrated in mouse liver studies [7-9]. In the case of beef cows, both liver specific and ubiquitously expressed miRNAs have been reported [10,11]. In another cow liver study, miRNAs were suggested as biomarkers for anabolic steroid abuse screening [12]. In addition, alterations in hepatic miRNAs in lambs have been associated with periconceptional changes in maternal nutrition [13].

### Negative energy balance

The postpartum period is of critical importance for the general and reproductive health of dairy cows [14]. During the early postpartum period energy expenditure for maintenance and lactation exceeds energy intake from nutrition resulting in NEB [15]. NEB increases the risk of other metabolic disorders such as ketosis and fatty liver and animals are prone to infectious diseases, including mastitis, due to reduced immunity [16]. NEB has profound effects on the liver, which undergoes many physiological and biochemical changes to counteract the energy imbalance [15,17]. An energy balance model of early lactation dairy cows was developed previously [18,19] resulting in two groups of cows with MNEB and SNEB. Alterations in gene expression in the liver associated with SNEB have been reported in two previous studies [19,20].

In the first study, 416 genes were found to be differentially expressed due to SNEB using microarray-based expression profiling [19]. In the second study, using RNA-seq, 413 genes were shown to be differentially expressed [20] with 72 differentially expressed genes in common between the two studies. Both of these studies report the alteration of genes involved in lipid metabolism the main biological process altered during SNEB. The mechanisms, however, mediating these alterations in transciptome expression are yet to be fully understood. In a microarray-based and RT-qPCR validated study of liver miRNAs from this NEB model, five miRNAs were found to be up-regulated in SNEB [21]. Microarray expression profiling, however, is limited to the pre-defined probe sets on the array and only relative expression of miRNAs can be measured. On the other hand with RNA sequencing (RNA-seq) it is possible to measure the expression of all putative miRNAs in a sample [22]. As miRNA activity and function depend on abundance [23], accurate quantification of miRNA abundance is important [24,25]. miRNA sequencing is based on short read RNA-seq and involves generation and high-throughput sequencing of 50 bp cDNA reads derived from the small RNA fraction of total RNA [26].

The objectives of this study were to (i) carry out an in-depth global analysis of the hepatic miRNA content of postpartum dairy cows, including their overall abundance and differential expression, in MNEB and SNEB using RNA sequencing and (ii) to computationally identify putative targets of differentially expressed miRNAs among differentially expressed hepatic genes reported previously in dairy cows in SNEB.

## Results

In total, more than 300 million reads were sequenced from eight cDNA libraries. Of these, more than 292 million reads passed quality control filters and just over 200 million reads aligned uniquely to Ensembl annotated genes in the UMD_3.1 assembly of the bovine genome. 

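Small RNA from the liver of 8 Holstein Friesian cows was sequenced as 1 library per cow, approximately 14 days postpartum. The 4 MNEB cows (libraries 2M, 3M, 4M and 5M) received grass silage ad libitum and 8 kg/day of concentrate, and were milked 1 time daily. The 4 SNEB cows (libraries 7S, 8S, 9S and 10S) received 25 kg/day of silage with 4 kg/day of concentrate and were milked 3 times daily. The deposited values are counts of uniquely aligned reads for 24616 Ensembl genes, of which 1153 are miRNA genes. They were made by the authors with Cutadapt 1.1, a filter on base quality, Novoalign 2.07.11 in its miRNA mode and HTSeq 0.5.3p3 on the UMD3.1 assembly, and whether HTSeq counted by strand is not given in the sources used here. Gene counts per library ranged from 22809423 to 33963761 in MNEB (median 26903720.5) and from 21617227 to 28526343 in SNEB (median 23579840.5). SNEB was compared with MNEB on the counts by edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment, once over the miRNAs with a mean above 10 RPM and once over the miRNAs with at least 1 read in every library. Shares of reads were compared by a two-sided exact permutation test over all 70 assignments of the 8 libraries, whose smallest possible p is 0.0286. miRNA genes with the same mature sequence, such as the copies of let-7a or let-7f, lose the reads that align to more than 1 place, so the values of single copies are uncertain. Library 2M is an MNEB library in Table 1 and carries an SNEB label in the repository, and it was analysed as MNEB. A column of the count table headed 6S was taken as library 8S, since the label of 8S gives the letter of that column.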

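The libraries differed in how many reads were lost before counting, as computed from the numbers in Table S1. Reads too short after adaptor trimming made up 17.9% of the processed reads in library 4M and 9.64% in library 9S, against 0.696% to 3.63% in the other 6 libraries. Of the aligned reads, 94.2% aligned uniquely in library 5M, against 72.9% to 79.0% in the other 7 libraries. The counts of all 12 pairs of libraries within a group differed by more than the sampling noise, with a chi-square of at least 404 per degree of freedom, so none of these columns is a copy of another. The libraries are replicates by design, 1 per cow. At this depth the 95% Wilson interval of a share of miRNA reads in any library reached at most 0.0201 percentage points to either side. These intervals cover counting error only, since PCR copies of a molecule are counted as reads.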

A summary of the data is provided in Table 1 and detailed statistics in Additional file 1: Table S1. 99% of reads, which aligned uniquely to the genome, aligned to known miRNAs (Additional file 2: Table S2). 

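miRNA genes held 99.1% ± 0.241 (SD, n = 8) of the gene counts per library. The mean was 99.0% ± 0.0831 (SD, n = 4) in SNEB and 99.1% ± 0.345 (SD, n = 4) in MNEB (two-sided exact permutation test, p = 0.6). Fragments of protein-coding genes, which in a small RNA library are mostly pieces of longer mRNAs, made up 0.596% ± 0.237 (SD, n = 8). The small nucleolar RNAs, which guide modification of ribosomal RNA, made up 0.204% ± 0.0417 and mitochondrial ribosomal RNA made up 0.0846% ± 0.0319. The protein-coding genes with the most reads were complement C3 and fibrinogen FGB, both secreted by hepatocytes, at means of 223 and 190 RPM. None of the 10 biotypes passed (two-sided exact permutation tests, smallest Benjamini-Hochberg adjusted p = 0.381). With 4 libraries per group a single biotype could not have passed this adjustment, however far apart its groups. The tests therefore cannot exclude a difference. The smallest unadjusted p in these permutation tests was 0.0857, for mitochondrial ribosomal RNA and for miscellaneous RNA, both with a higher mean in SNEB.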

The UMD_3.1 build of the bovine genome has 26,618 annotated genes and miRBase version 16 includes 792 *Bos taurus* miRNAs including both pre and mature miRNAs. There were 479 miRNAs for which at least one read was observed in each of the eight samples in our dataset. Out of these, 53 miRNAs were expressed above a mean threshold of 10 reads per million (RPM) across all eight samples.

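At least 1 read in each of the 8 libraries was found for 262 miRNA genes. They span the liver's cell types. The hepatocyte-enriched list, which includes miR-122, miR-192 and miR-194, had 9 genes among them, and the let-7 family, which represses growth-promoting genes in many tissues, had 12. miRNAs typical of other cells were detected too. The blood cell miRNA miR-142 stood at 413 ± 119 RPM in SNEB and 427 ± 360 RPM in MNEB (SD, n = 4 each), the endothelial miR-126 at 97.1 ± 16.1 and 107 ± 63.9 RPM, and the red cell miRNA miR-451 at 55.7 ± 18.9 and 31.5 ± 21.1 RPM. The epithelial miR-200b stood at 18.9 ± 2.55 RPM in SNEB and 14.6 ± 3.75 RPM in MNEB. The muscle miRNA miR-206 was near the lower end, at 0.981 ± 0.857 and 0.425 ± 0.240 RPM.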

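A mean above 10 RPM over the 8 libraries was found for 120 miRNA genes, with each library's total over all genes as the denominator. Below the 11 most abundant by mean count lay miR-21, which is induced in many injured tissues, at 4796 ± 939 RPM in SNEB and 3505 ± 1951 RPM in MNEB (SD, n = 4 each). miR-185 followed at 3738 ± 808 and 2838 ± 1091 RPM, miR-30a at 2789 ± 412 and 3390 ± 1832 RPM, and miR-152 at 2886 ± 554 and 3178 ± 2064 RPM. miR-486, a red cell miRNA, was closer to the threshold, at 25.2 ± 6.77 and 29.5 ± 13.0 RPM. Where more than 10 RPM was required in every library, 70 miRNA genes remained.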

**Table 1:** Read statistics for SNEB and MNEB postpartum dairy cow liver miRNA-seq data

Sample^*^	**Processed reads**	**Untrimmed reads**	**Reads after QC**	**Reads aligning to UMD3.1.68†**	**Reads aligning uniquely to UMD3.1.68**	**Reads aligning to genes**
7S	35,531,177	319,143	33,034,345	29,929,732	22,008,536	21,617,227
8S	42,701,190	212,634	42,060,747	39,510,950	28,788,096	28,526,343
9S	39,733,845	276,697	35,308,457	32,324,504	24,940,747	24,682,635
10S	37,834,521	326,905	34,658,341	31,140,804	22,754,746	22,477,046
2M	35,079,188	272,113	32,996,280	30,024,759	23,042,362	22,809,423
3M	44,401,783	289,778	43,107,430	40,269,999	30,931,375	30,757,376
4M	40,699,727	280,820	32,868,631	29,571,511	23,373,573	23,050,065
5M	38,751,887	198,345	38,079,095	36,361,987	34,268,099	33,963,761
Sum	314,733,318	2,176,435	292,113,326	269,134,246	210,107,534	207,883,876
Average	39,341,665	272,054	36,514,166	33,641,781	26,263,442	25,985,485

*S = SNEB; M=MNEB.

†UMD3.1.68 = Ensembl v68 annotation of the UMD3.1 assembly of the bovine genome.

The 10 most highly expressed miRNAs accounted for more than 95% of all miRNAs expressed (Figure 1 and Table 2). 

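The 10 miRNAs with the highest mean counts were miR-122, miR-192, miR-3596, miR-140, let-7c, let-7i, let-7g, let-7f-2, miR-423 and miR-29a. Together they held 95.8% ± 1.49 (SD, n = 8) of the miRNA reads per library. The share was 95.9% ± 0.392 in SNEB and 95.7% ± 2.24 in MNEB (n = 4 each), a difference within the spread of the libraries (two-sided exact permutation test, p = 0.83). The lowest share was 92.7% in library 4M and the highest 98.1% in library 5M. The sign of the difference between the groups turned, to -0.812 percentage points, without MNEB replicate 4.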

The liver miRNA expression profile was dominated by miR-122, which accounted for 75% of all highly expressed miRNAs. This was followed by miR-192 which accounted for 8% and the let 7 family member miR-3596 which accounted for over 7% of the most abundantly expressed miRNAs. 

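miR-122, a hepatocyte miRNA that acts on cholesterol and lipid metabolism, took 74.4% ± 8.86 (SD, n = 8) of the miRNA reads per library. Its share was 73.7% ± 4.03 in SNEB and 75.2% ± 12.9 in MNEB (n = 4 each), which did not differ beyond the spread of the libraries (two-sided exact permutation test, p = 0.83). The 4 MNEB libraries spread more widely than the SNEB libraries, from 60.9% in library 4M to 91.9% in library 5M. The direction of the small difference, -1.51 percentage points, turned to 4.06 without MNEB replicate 5 and to 0.483 without SNEB replicate 9.

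**Figure D1:**
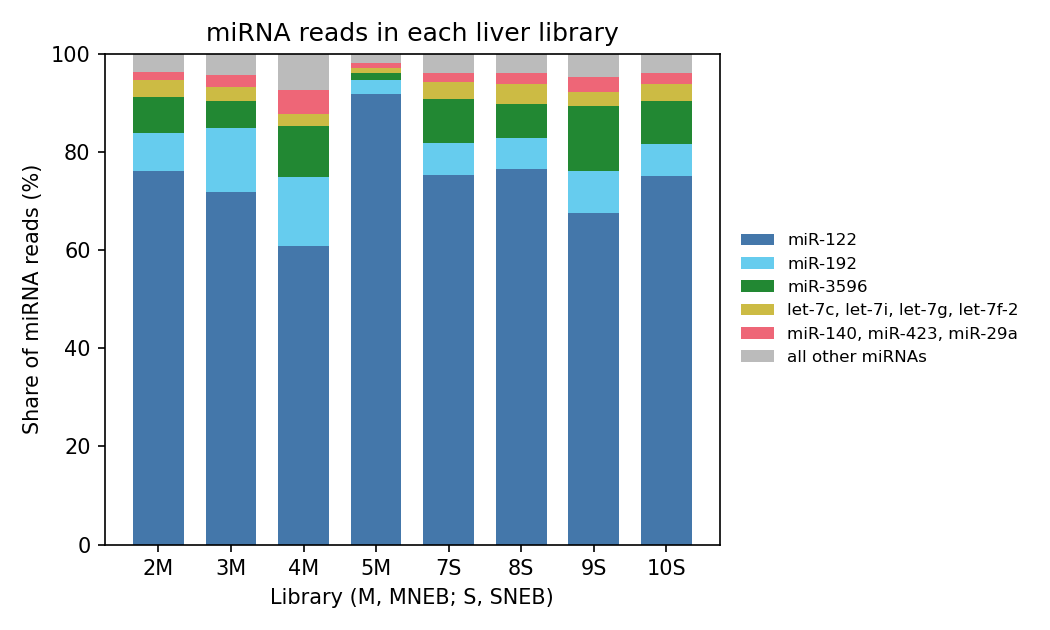
Stacked bars of the percentage of miRNA reads in each liver library (M, MNEB; S, SNEB) taken by miR-122, miR-192, miR-3596, the sum of let-7c, let-7i, let-7g and let-7f-2, the sum of miR-140, miR-423 and miR-29a, and all other miRNAs. miR-122 takes the largest part of every bar, from 60.9% in 4M to 91.9% in 5M.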

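miR-192, which is abundant in liver, intestine and kidney, took 8.22% ± 3.73 (SD, n = 8) of the miRNA reads. It held 6.97% ± 0.938 in SNEB and 9.47% ± 5.23 in MNEB (n = 4 each; two-sided exact permutation test, p = 0.343). miR-3596 took 7.80% ± 3.49 (SD, n = 8), with 9.45% ± 2.73 in SNEB and 6.15% ± 3.70 in MNEB (two-sided exact permutation test, p = 0.257). Library 5M had the lowest share of both, 2.85% for miR-192 and 1.50% for miR-3596. The highest shares were 14.1% for miR-192 in library 4M and 13.3% for miR-3596 in library 9S. In the RefSeq annotation of the ARS-UCD2.0 assembly the miR-3596 gene overlaps the let-7b gene, so their reads cannot be told apart where strand was not used in counting.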

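let-7c, let-7i, let-7g and let-7f-2 together held 2.92% ± 0.925 (SD, n = 8) of the miRNA reads per library. Their summed share was 3.43% ± 0.452 in SNEB and 2.40% ± 1.05 in MNEB (n = 4 each; two-sided exact permutation test, p = 0.0571). The difference of 1.02 percentage points became 1.37 without MNEB replicate 2 and 0.548 without MNEB replicate 5. miR-140, known from cartilage and expressed in liver, took 1.56% ± 1.27 (SD, n = 8). miR-423 took 0.452% ± 0.135, and miR-29a, which represses collagen genes and genes of metabolism, took 0.462% ± 0.166. miR-140 varied most within MNEB, at 17902 ± 18193 RPM against 13074 ± 4728 RPM in SNEB (SD, n = 4 each).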

The remaining seven most highly abundant miRNAs were four members of the let 7 family (let-7c, let-7i, let-7 g and let-7f-2) which accounted for 3% while miR-140 accounted for ~1.5% and both miR-29a and miR-423 made up ~0.5% each (Figure 1). 

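Within the let-7 family, let-7c was the most abundant after miR-3596, at 12671 ± 2726 RPM in SNEB and 9076 ± 4663 RPM in MNEB (SD, n = 4 each). let-7i stood at 7439 ± 2510 and 6780 ± 2868 RPM, let-7g at 6818 ± 1501 and 4885 ± 1904 RPM, and let-7f-2 at 6999 ± 2723 and 3095 ± 2225 RPM. Of the members outside the 10 most abundant miRNAs, let-7e stood at 3006 ± 858 RPM in SNEB and 2289 ± 1066 RPM in MNEB, and let-7d at 2673 ± 280 and 1576 ± 1003 RPM. miR-98 and let-7a-3 were lower, at 110 ± 14.6 and 16.1 ± 5.59 RPM in SNEB. The count table names 0 genes let-7b.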

The most highly expressed liver miRNAs are all evolutionary conserved and include five members of the 13-member let-7 family (let-7c, let-7i, let-7 g, let-7f-2 and miR-3596). These miRNAs were located across nine different chromosomes with both let7-i and miR-3596 located on chromosome five. 

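On the UMD3.1 assembly, Table 2 places the 10 genes on 9 chromosomes. The gene of miR-122 lies on the plus strand of chromosome 24 from 58095642 to 58095726, and that of miR-192 on the plus strand of chromosome 29 from 43731660 to 43731765. On the minus strand of chromosome 5, let-7i lies from 51209081 to 51209164 and miR-3596 from 117120188 to 117120270, a distance of 65911107 bp. let-7f-2 is the gene on chromosome X, on the minus strand from 96383532 to 96383614.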

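In the RefSeq annotation of the ARS-UCD2.0 assembly, used here for gene names and neighbours, several of the 10 most abundant miRNAs lie within protein-coding genes. miR-192 overlaps EHD1, a gene of endocytic recycling, miR-140 overlaps WWP2, which encodes a ubiquitin ligase, let-7g overlaps WDR82, let-7f-2 overlaps HUWE1 and miR-423 overlaps NSRP1. Of the miRNAs within 10000 bp of the 10 most abundant, those with a value held far fewer uniquely aligned reads. Reads aligning to several places were not counted. The levels of miR-194-2, let-7a-3 and miR-29b-1, which are single copies of miRNAs with further genes, are therefore uncertain. The neighbours let-7b and miR-194b-2 had no value. miR-194-2 beside miR-192 stood at 201 ± 88.1 RPM (SD, n = 8), miR-99a beside let-7c at 149 ± 75.6 RPM, miR-98 beside let-7f-2 at 89.8 ± 37.8 RPM, let-7a-3 beside miR-3596 at 12.0 ± 7.01 RPM and miR-29b-1 beside miR-29a at 0.0961 ± 0.0870 RPM.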

There was no evidence of clustering of highly expressed miRNAs in a particular genomic region. All are mature RNAs except for let-7f-2 a stem-loop miRNA. 

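The coordinates in Table 2 span 64 to 106 bp, and reads were counted over these genes as a whole. The miR-3596 sequence in Table 2, AACCACACAACCUACUACCUCA, is 22 nucleotides long. As listed it differs from let-7c, UGAGGUAGUAGGUUGUAUGGUU, at 17 positions and does not hold the let-7 seed GAGGUAG, the stretch that pairs with target mRNAs. Its reverse complement, UGAGGUAGUAGGUUGUGUGGUU, which is the sequence of let-7b, holds that seed and differs from let-7c at 1 position, A17G, counted from 1 at the 5′ end of let-7c.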

The relative abundances, sequences, genomic coordinates of highly expressed miRNAs are given in Table 2. 

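miR-143 (ENSBTAG00000030114), a miRNA abundant in smooth muscle and other mesenchymal cells, had a mean count of 109632 per library. It stood at 2116 ± 527 RPM in SNEB and 6145 ± 4939 RPM in MNEB (SD, n = 4 each). Library 4M held 12583 RPM and library 5M held 7442 RPM, while the MNEB libraries 2M and 3M, at 2017 and 2537 RPM, lay within the range of the SNEB libraries, 1543 to 2612 RPM. In edgeR's quasi-likelihood test over 120 miRNAs the log2 fold change was -2.51 (standard error 0.72, adjusted p = 0.317), which is 5.69-fold lower in SNEB. The fold was 3.77 with upper quartile scaling (adjusted p = 0.792) and 2.90 with no scaling (adjusted p = 0.991) in the same test. On log2 of RPM plus 0.5 the groups did not differ beyond the spread of the libraries (two-sided exact permutation test, p = 0.143). miR-145, which lies within 10000 bp of miR-143 and is known to be made from the same transcript, stood at 276 ± 168 RPM in SNEB and 128 ± 90.0 RPM in MNEB, with a log2 fold change of 0.80 (standard error 0.53, adjusted p = 0.584 from the same test). The TMM factor of library 5M was 0.270 against 1.09 to 1.44 in the other libraries, and without MNEB replicate 5 the log2 fold change of miR-143 was -0.95 (standard error 0.458). The adjusted p was 0.0434 with DESeq2 and 0.0282 in edgeR's quasi-likelihood test with library 2M placed in SNEB.

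**Figure D2:**
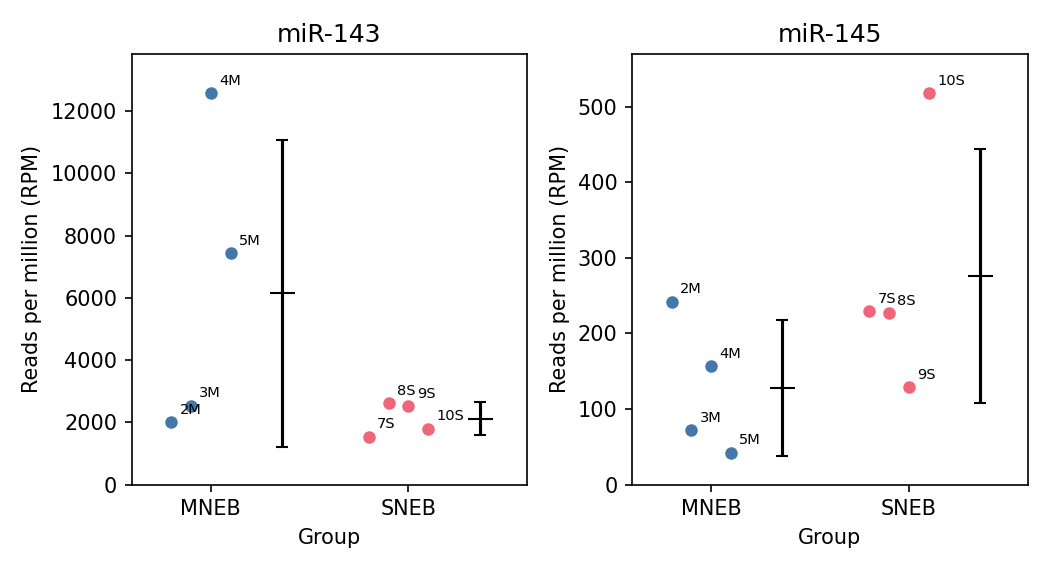
RPM of miR-143 and miR-145 in each library of the MNEB and SNEB groups, as points, with the mean and SD of each group (n = 4) beside them. miR-143 is highest in 4M (12583 RPM) and 5M (7442 RPM), and the other 6 libraries lie between 1543 and 2612 RPM.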

One miRNA, miR-143 was differentially expressed between the SNEB and MNEB groups. miR-143 was 3.2-fold down-regulated in the SNEB group (FDR < 0.005) and was the 11^th^ most abundantly expressed (greater than 100,000 counts) miRNA The direction and magnitude of miR-143 regulation was confirmed (2.4-fold down-regulated) following RT-qPCR validation (Table 3).

**Figure 1:**
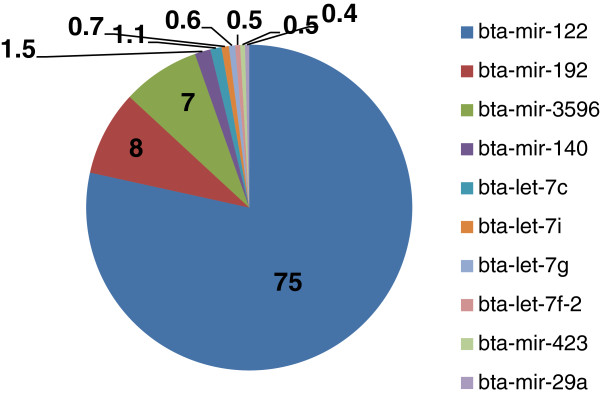
The 10 most abundant hepatic miRNAs in the postpartum dairy cow.

**Table 2:** Highly expressed miRNAs in postpartum dairy cows

**miRNAs**	**miR family**	**miRNA-seq counts**	**Sequence**	**Coordinates (UMD3.1.68)†**
miR-122	miR-122	19364782	UGGAGUGUGACAAUGGUGUUUG	chr24: 58095642–58095726 [+]
miR-192	miR-192	2083071	CUGACCUAUGAAUUGACAGCCAG	chr29: 43731660–43731765 [+]
miR-3596	let 7	1902520	AACCACACAACCUACUACCUCA	chr5: 117120188–117120270 [−]
miR-140	miR-140	385996	UACCACAGGGUAGAACCACGGA	chr18: 37088137–37088230 [+]
bta-let-7c	let 7	274368	UGAGGUAGUAGGUUGUAUGGUU	chr1: 19930459–19930542 [−]
bta-let-7i	let 7	179868	UGAGGUAGUAGUUUGUGCUGUU	chr5: 51209081–51209164 [−]
bta-let-7 g	let 7	150545	UGAGGUAGUAGUUUGUACAGUU	chr22: 49189340–49189422 [+]
bta-let-7f-2	let 7	124091	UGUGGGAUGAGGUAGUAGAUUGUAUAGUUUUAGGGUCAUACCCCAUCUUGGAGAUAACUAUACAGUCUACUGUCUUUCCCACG	chrX: 96383532–96383614 [−]
miR-423	miR-423	116540	AAGCUCGGUCUGAGGCCCCUCAGU	chr19: 21799484–21799577 [+]
miR-29a	miR-29	115428	CUAGCACCAUCUGAAAUCGGUUA	chr4: 95402319–95402382 [−]

†UMD3.1.68 = Ensembl v68 annotation of the UMD3.1assembly of the bovine genome.

**Table 3:** Differentially expressed miRNA in SNEB postpartum dairy cow liver validated using RT-qPCR

**Ensemble gene**	**miRBase ID**	**FC**	**FDR**
ENSBTAG00000030114	bta-mir-143	−2.40	0.029

Differential expression analysis was carried out with PROC t-test (SAS) after normalization of Ct-values to reference gene RNU6B.

In order to identify genes that may be affected by the down-regulation of miR-143 in SNEB, we computationally predicted miRNA targets among the 3’UTRs of a combined set of 757 hepatic genes that have been previously reported to be differentially expressed in the liver tissues of the same animals [19,20]. A total of 4 genes reported to be up-regulated in SNEB were found to be putative targets of miR-143 (Table 4). The biological functions and intracellular location of these targets are given in Table 5.

**Table 4:** **Up-regulated putative hepatic gene targets of miR-143 in postpartum dairy cows in SNEB**^**†**^

**Human gene name**	**Fold change**	**FDR**
*CHRM1*	4.3	0.004222
*LRP2*	3.28	0.015161
*ARHGEF40*	2.85	1.34E-06
*C6orf145*	2.1	1.02E-06

^**†**^From Mc Carthy et al., [19]; McCabe et al., [20].

**Table 5:** **Functional categories of up-regulated putative target hepatic genes of miR-143**^**†**^

**ID**	**Symbol**	**Entrez gene name**	**Location**	**Type(s)**
*CHRM1*	*CHRM1*	cholinergic receptor, muscarinic 1	Plasma Membrane	G-protein coupled receptor
*LRP2*	*LRP2*	low density lipoprotein receptor-related protein 2	Plasma Membrane	Transporter
*ARHGEF40*	*ARHGEF40*	Rho guanine nucleotide exchange factor (GEF) 40	unknown	Enzyme
*C6orf145*	*PXDC1*	PX domain containing 1	unknown	Signalling protein

^†^Target genes are those predicted using both TargetScan and miRanda.

## Discussion

The postpartum increase in milk production in high yielding dairy cows is accompanied by increased nutritional and energetic demands. This results in 10–12 weeks of NEB in all high-yielding dairy cows [26]. Previous reports have shown that SNEB affects the expression of multiple genes in the liver, including genes involved in lipid and glucose metabolism and homeostasis [19,20]. Hepatic miRNAs have been reported to play a role in hepatic functions and disorders in human and mouse [27]. In addition miRNAs are reported to be associated with energy metabolism through their role in modulation of glucose and lipid homeostasis [28,29]. The miRNA profile of MNEB and SNEB dairy cow liver two weeks postpartum in this study shows some degree of similarity with hepatic miRNA profiles of other animals including human, mouse, rat, and beef cows.

### Abundantly expressed miRNAs in postpartum dairy cow liver

This is the first liver miRNA-seq profiling study of moderate yielding dairy cows in the first two weeks postpartum. The most dominant among the ten highly abundant miRNAs in our study, miR-122, is a liver-specific conserved miRNA. This dominance of expression by miR-122 is consistent with previous studies in dairy [10] and beef cows [11] where miR-122 was reported to be only expressed in liver, when compared with other tissues, and constituted more than 57% of all the miRNA reported in liver [11]. In addition, miR-122 has been reported to account for 70% of the total miRNAs in human liver [30]. Tissue specific roles of miR-122 are well established in human and miR-122 has been implicated in the hepatic disorders hepatocarcinogenesis and hepatocellular carcinoma [9,31,32]. Furthermore, the antagonism of miR-122 was reported to result in disruptions of cholesterol and lipid metabolism in mice [9]. The second most abundant miRNA in our study miR-192 has been associated with cellular responses to glucose stimulus [33] and was also reported to be one of the most highly expressed after miR-122 in human liver miRNA studies [31,34] and in a mouse liver study [35]. miR-192 unlike miR-122 is not a liver specific miRNA and has also been reported to have important roles in human and bovine renal tissues and functions [36-38]. Five of the thirteen members of the let-7 family are also highly expressed in this study including let-7c, let-7i, let-7 g, miR-3596 and let-7-f. The let-7 family members have been associated with hepatic development and disorders as well as glucose and insulin metabolism [39]. Over-expression of let-7c in human liver was implicated in hepatocytes oxidant injury [40] while let-7 g was demonstrated to suppress HCC metastasis in a mouse model [41]. miR-140, which is also among the highly expressed miRNAs in this study, has been reported to be abundantly expressed in human and mouse liver with implications in liver function and disorders [42-44].

### Differentially expressed miRNAs in postpartum dairy cow liver in SNEB

Only one miRNA, miR-143 was found to be differentially expressed in this study using miRNA-seq and subsequently validated by RT-qPCR. This may have been due in part to the fact that most of the sequence reads in this study came from a small number of miRNAs possibly limiting the power of RNA-seq to accurately estimate the abundance of the more lowly expressed miRNAs. 

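After miR-143, the smallest unadjusted p among the miRNAs lower in SNEB belonged to miR-409b, a member of the imprinted DLK1-DIO3 cluster, miR-99b, miR-148a, a hepatocyte-enriched miRNA, and miR-151. Their log2 fold changes were -1.79 for miR-409b, -1.65 for miR-99b, -1.41 for miR-148a and -1.80 for miR-151, with standard errors of 0.54 to 0.71. Those with the smallest p among the miRNAs higher in SNEB were miR-26a-2 with a log2 fold change of 1.49, let-7a-2 with 1.38, miR-365-2 with 1.36, let-7a-1 with 1.65 and let-7f-1 with 1.11, with standard errors of 0.50 to 0.73. None passed, with adjusted p of 0.317 to 0.335. Those named as higher in SNEB are single copies of miRNAs with several genes, and their reads aligning to more than 1 place were not counted. The uniquely aligned part of the aligned reads was 74.2% ± 2.02 in SNEB and 81.7% ± 8.42 in MNEB (SD, n = 4 each), so the values of these copies are uncertain. In edgeR's quasi-likelihood test 0 of the 120 miRNAs above 10 RPM passed an adjusted p under 0.05, and 5 were higher and 11 lower at an unadjusted p under 0.05. Over the same miRNAs edgeR's exact test called 0, limma voom 0, limma voom with sample weights 0 and DESeq2 1, which was miR-143. The median log2 fold change was -0.20 with TMM (44 miRNAs higher, 76 lower) and 0.06 without scaling (65 higher, 55 lower), so small fold changes take their sign from the scaling.

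Gene lists were tested over the 262 miRNAs detected in every library, and 0 members of any list rose or fell in edgeR's quasi-likelihood test, also when adjusted over the list alone. In the let-7 family, in which miR-3596 is counted as in the paper, 11 of 12 members had a log2 fold change above 0, with a mean of 0.77. The family was placed higher in SNEB by camera (adjusted p = 2.13e-04 with limma's camera, adjusted p = 0.384 with an estimated correlation). The copies let-7a-1, let-7a-2, let-7a-3, let-7f-1 and let-7f-2 entered this test as separate members. Their log2 fold changes were 0.97 to 1.81, against -0.03 to 0.79 in the other members. The values of single copies are uncertain, since reads aligning to more than 1 place were not counted, and the call on the family leans on them. let-7i was below 0 with TMM, and let-7g also was with upper quartile or RLE scaling. Of 9 hepatocyte-enriched members 8 were below 0, with a mean of -0.43, and camera placed the list lower (adjusted p = 0.0418, adjusted p = 0.384 with an estimated correlation). Its largest fold was for miR-148a, at 1140 ± 715 RPM in SNEB and 2289 ± 2280 RPM in MNEB (SD, n = 4 each). The call on this list was lost without scaling (adjusted p = 0.129), and in limma's camera test without MNEB replicate 3 (adjusted p = 0.134), MNEB replicate 5 (0.332), SNEB replicate 8 (0.124) or SNEB replicate 10 (0.0551). The 13 miRNAs of lipid and glucose metabolism, among them miR-27b, miR-33a and miR-107, did not pass limma's camera test (adjusted p = 0.879; camera gave them as lower and their mean was -0.11, while their median was 0.07). The 10 members of the mir-17-92 cluster and its paralogs, which act on cell proliferation, did not pass limma's camera test either (adjusted p = 0.932). The 27 members of the DLK1-DIO3 cluster were given as lower by limma's camera test (adjusted p = 0.240), with a mean of -0.11 and a median of 0.02. The list was called lower without SNEB replicate 10 (adjusted p = 0.00499 with limma's camera) and over the miRNAs above 10 RPM (adjusted p = 0.0281), but not with an estimated correlation over the 262 miRNAs (adjusted p = 0.707 with limma's camera) or without SNEB replicate 9 (adjusted p = 0.984). Over the miRNAs above 10 RPM its mean was -0.89, which rests on miR-154c, miR-379, miR-409b, miR-411a, miR-485 and miR-543 alone, with miR-543 above 0. Its most abundant member, miR-154c, stood at 246 ± 63.6 RPM in SNEB and 492 ± 485 RPM in MNEB (SD, n = 4 each).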

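The miRNAs outside the 10 most abundant, miR-143 and miR-1247 among them, divide the small remainder of the reads. The power of the test was measured over all miRNAs tested, the 10 most abundant included, on simulated counts with the means, library sizes and spread of these libraries. Known fold changes were set in 24 of 120 or 52 of 262 miRNAs at once, and the counts of each miRNA were drawn independently. Where fewer miRNAs change, or miRNAs vary together between libraries, the recovery may be lower. Over the 120 miRNAs above 10 RPM, edgeR's quasi-likelihood test recovered 12.5% of the miRNAs changed by 2-fold, 80.6% of those changed by 4-fold and 96.9% of those changed by 8-fold. Over the 262 miRNAs detected in every library, which include miRNAs of a few reads, it recovered 10.8%, 55.6% and 93.8%. The common biological coefficient of variation between libraries was 0.527 above 10 RPM and 0.561 over the 262 miRNAs. From the counts and the RT-qPCR of Table 3 the paper states that miR-143 was the differentially expressed miRNA, and it proposes that the concentration of reads on a few miRNAs may in part have limited the test for the others.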

Less abundant miRNAs would not be affected to the same extent in a microarray based approach which has probes corresponding to known miRNAs. In a previous microarray-based study of the same animals, ten miRNAs were found to be differentially expressed; five of which were validated using RT-qPCR [21]. In this study, one additional miRNA bta-miR-1247, would have been declared differentially expressed were it not excluded from the analysis due to having read counts below the lower threshold criterion of 10 reads per million. In addition, in this study a cut-off of 18 nts in length was used in the analysis, whereas in the microarray study, miR-1281 which was found to be differentially expressed is 17 nts in length.

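miR-1247 (ENSBTAG00000038073) overlaps DIO3OS and lies within 10000 bp of DIO3, which encodes a deiodinase that inactivates thyroid hormone, in the RefSeq annotation of the ARS-UCD2.0 assembly. It stood at 6.39 ± 9.10 RPM in SNEB and 0.329 ± 0.258 RPM in MNEB (SD, n = 4 each). The MNEB libraries held 3, 15, 14 and 3 reads and the SNEB libraries 11, 42, 491 and 83 reads, with 491 in library 9S. In edgeR's quasi-likelihood test over the 262 miRNAs detected in every library, its log2 fold change was 4.18 (standard error 0.99, adjusted p = 0.241). On log2 of RPM plus 0.5 the two-sided exact permutation test gave p = 0.0571. Over these miRNAs 0 passed in edgeR's quasi-likelihood test, with 9 higher and 5 lower at an unadjusted p under 0.05, and 0 passed in limma voom with or without sample weights. miR-1247 alone passed in edgeR's exact test (adjusted p = 0.00692) and in DESeq2 (adjusted p = 8.76e-04), and in edgeR's quasi-likelihood test over all miRNAs with at least 1 read in any library (adjusted p = 0.0230). Without SNEB replicate 9 its log2 fold change was 2.42.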

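miR-1281 (ENSBTAG00000040302) had 0 reads in all 8 libraries. By the length the paper gives for it, miR-1281 is shorter than the authors' minimum length, and such reads were discarded before alignment. The counts therefore do not measure this miRNA, and no statement on a difference between SNEB and MNEB follows from them. For a miRNA long enough to be kept, a count of 0 allows a level of up to 0.0883 RPM in library 5M, the deepest, and up to 0.139 RPM in library 7S, the shallowest, for counting error only.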

miR-143, a highly expressed miRNA in this study, is down-regulated in SNEB. miR-143 is not liver-specific, however its tissue-enriched expression has been reported in human [45] chicken [46], rat [43] and mouse [47,48] liver. 

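miR-143 belongs to a list of 12 miRNAs typical of stellate cells, smooth muscle and fibroblasts, of which 5 had a log2 fold change above 0 and 7 below 0 in SNEB and 0 rose or fell in edgeR's quasi-likelihood test. The list did not pass limma's camera test (adjusted p = 0.354). miR-199b stood at 45.6 ± 27.7 RPM in SNEB and 47.4 ± 39.1 RPM in MNEB (SD, n = 4 each), miR-214 at 38.5 ± 19.0 and 25.9 ± 19.3 RPM, miR-195 at 94.6 ± 27.1 and 67.5 ± 44.1 RPM, and miR-100 at 76.2 ± 17.8 and 112 ± 52.6 RPM. The 4 endothelial miRNAs, among them miR-221 and miR-222, did not pass limma's camera test (adjusted p = 0.375). Of the 7 miRNAs of leukocytes and Kupffer cells all had a log2 fold change above 0, with a median of 0.38, and the list did not pass limma's camera test (adjusted p = 0.126). Without MNEB replicate 5, 3 of the 7 were above 0, with a median of -0.12, and 5 were without MNEB replicate 2 or SNEB replicate 8 and 6 without MNEB replicate 4 or SNEB replicate 9. In this list miR-342 stood at 175 ± 39.6 RPM in SNEB and 96.2 ± 61.2 RPM in MNEB. The 3 red cell miRNAs (adjusted p = 0.931, given as higher by limma's camera test with a median of 0.05 and a mean of -0.09) and the 6 miRNAs of cholangiocytes and other epithelia (adjusted p = 0.932, given as higher with a median of -0.02 and a mean of 0.04) did not pass. Muscle had 2 members detected, miR-499 and miR-206, too few to test.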

In the case of human, miR-143 has been implicated in hepatocellular carcinoma. In the rat study, miR-143 was demonstrated to regulate activation and proliferation of myofibroblastic hepatic stellate cells (HSC) while in the mouse study miR-143 was shown to regulate glucose metabolism *in vitro*, and was associated with hepatic insulin regulation. In addition, miR-143 has been found to be ubiquitously expressed in bovine tissues including liver [10] and has also been associated with bovine intramuscular fat proliferation and differentiation [49] and high back fat deposition in crossbred beef cattle [50].

### Some important predicted gene targets of miRNA miR-143

Of the 4 putative targets of miR-143 which have been reported previously to be up-regulated in SNEB, *LRP2* is involved in lipid metabolism and is of particular interest because the metabolism of lipids is altered during SNEB [51,52]. *LRP2* is implicated in lipid metabolism through its role as a receptor for sterols, steroid hormones bound to carrier proteins [53] like lipoproteins [54] and apolipoprotein M of liver [55-57]. A study of miRNA based modulation of obesity also reported *LRP2* as a putative target of miR-130a, with roles in lipid metabolism [58].

## Conclusions

From a global examination of miRNA expression in the liver of postpartum dairy cattle ten highly expressed miRNAs dominate. Tissue specific miR-122 and liver enriched miR-192 are two of the most abundant miRNAs in the postpartum dairy cow liver. miR-143 is significantly down-regulated in SNEB and putative targets of miRNA-143 up-regulated in SNEB, include *LRP2* a good candidate as a potential mediator of the metabolic effects of NEB.

## Methods

### NEB model

A NEB dairy cow model developed previously was used. In this model differential feeding and milking regimes were used to produce two groups of Holstein Friesian cows; MNEB and SNEB [18,19]. Briefly, MNEB cows were fed *ad libitum* grass silage with 8 kg/day of a 21% crude protein dairy concentrate and milked once daily. SNEB cows were fed 25 kg/day silage with 4 kg/day concentrate and milked thrice daily.

### Liver tissue collection for miRNA analysis

All procedures were carried out under license in accordance with the European Community Directive, 86-609-EC. Cows were slaughtered approximately 14 days postpartum (MNEB; 13.6 ± 0.75, range 11–15; SNEB 14.3 ± 0.56, range 13–16) and the entire liver was removed within 15 to 30 min [19]. Samples weighing approximately 1 g were dissected, rinsed in RNAase-free phosphate buffer, snap-frozen in liquid nitrogen and stored at -80°C. Liver tissue samples from 4 animals from each group were used for miRNA library preparation.

### RNA extraction and library preparation

Total RNA enriched for small RNA was extracted from 1 mg of frozen tissue from each of the eight samples using the mirVana™ miRNA Isolation Kit (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. The RNA extract was stored at −80°C. An Agilent RNA 6000 Nano Kit and the 2100 Bioanalyzer was used to measure total RNA integrity (Agilent Technologies, Colorado Springs, CO, USA) and the Agilent Small RNA Kit (Agilent Technologies) was used for miRNA quantification. Small RNA libraries were constructed at BGI (Shenzhen, China) under contract and sequenced on an Illumina HiSeq2000 platform.

### Data analysis pipeline

FASTQC v0.10.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to carry out preliminary quality control of the 8 FASTQ files. The 3′ adaptor sequences were trimmed with Cutadapt v1.1 (https://code.google.com/p/cutadapt). After trimming, reads shorter than 18 nucleotides were discarded. The FASTQ quality filter v0.0.13 (http://hannonlab.cshl.edu/fastx_toolkit/) was applied to trim low quality bases from reads. Phred scores were calculated and reads where at least 50% of the bases had a Phred score of less than 20 were discarded [59]. The filtered reads were further trimmed at their ends to remove low quality bases (Phred score <20). Reads were then aligned to the bovine genome (UMD3.1) using Novoalign version 2.07.11 (http://www.novocraft.com) using the “-m” miRNA mode. Only uniquely aligned reads were retained. HTSeq version 0.5.3p3 (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) was used to annotate uniquely aligned reads using Ensembl (v68) bovine gene and miRNA annotation.

### Differential expression analysis

As differential expression analysis of miRNAseq data is sensitive to the normalisation method a number of alternative methods were used [60]. Differential expression was assessed following normalisation of count data using either the trimmed mean of M-values (TMM), the upper quartile-normalisation method or no normalisation using the Bioconductor package EdgeR (v2.4.6). EdgeR which uses a negative binomial model to account for both biological and technical variability was used to identify differentially expressed miRNAs between the two groups using moderated tag wise dispersions. A Benjamini and Hochberg [61] corrected P value cut-off of <0.05 was applied to correct for multiple testing. Only miRNAs expressed above a threshold of 10 reads per million were considered for the differential expression analysis as miRNAs expressed below this threshold are unlikely to be functional.

### RT-qPCR validation of differentially expressed miRNAs

RT-qPCR was used for technical validation of differentially expressed miRNA using TaqMan miRNA assay (Applied Biosystems, Dublin, Ireland). Gene-specific reverse transcription was performed on 10 ng of purified total RNA using the TaqMan MicroRNA Reverse Transcription kit according to manufacturer’s instructions (Applied Biosystems, Dublin, Ireland). RT-qPCR reactions were performed using 1 μl of cDNA (10 ng/μl) in 9 μl of Taqman universal master mix containing TaqMan PCR primers and probes on a BioRad CFX96 real time PCR system (Bio-Rad, United Kingdom) using the following cycling parameters: 95°C for 10 min followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. A total of four biological replicates from each of the MNEB and SNEB treatment groups were used for RT-qPCR validation. From prior experience with microarray hepatic miRNA expression validation and using the same liver tissue samples from the same animals, *RNU6B* was chosen as the most stable internal reference miRNA [21]. miRNA expression levels were recorded as Ct values, i.e., the number of PCR cycles at which the fluorescence signal is detected above the threshold value. The software package BioRad CFX manager was used for correction of the Ct values and normalization to RNU6B using the 2^-ΔΔCt^ method [62]. Corrected Ct values were used to calculate differential expression using the PROC t-test (SAS) [63]. A P < 0.05 was deemed to be significant.

### MiRNA target predictions

Both TargetScan Release 6.2 (http://www.targetscan.org) [1,64,65] and miRanda v4.0 (http://www.microrna.org) [66] were used to predict common targets of differentially expressed miRNAs among the two datasets of up-regulated hepatic genes previously reported for liver tissues from the same cows [19,20].

## Availability of supporting data

The data sets supporting the results of this article are available in Gene Expression Omnibus (GEO) repository GSE55882 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55882.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

DM, CS conceived and designed the experiments. AF, PO performed the experiments. AF, CS, DL, DM analysed the data. AF, CS, DM, DL drafted the manuscript. All authors read and approved the final manuscript.

## Authors’ information

Cathal Seoighe and Dermot G Morris are joint senior authors.

## Supplementary Material

Additional file 1: Table S1 Detailed summary of RNA-seq data for postpartum dairy cow liver. Click here for file

Additional file 2: Table S2 Percentage distribution of RNA biotypes. Click here for file

# Supplementary material for: The miRNAome of the postpartum dairy cow liver in negative energy balance
**Source:** BMC Genomics. 2014 Apr 12;15:279. doi: 10.1186/1471-2164-15-279
**Supplement:** Additional file 1: Table S1 — Detailed summary of RNA-seq data for postpartum dairy cow liver.

**Supplementary Table 1.** Detailed summary of RNA-seq data for postpartum dairy cow liver.

| **Sample** | **Processed Reads** | **Untrimmed Reads** | **Too Short Reads** | **Reads for QC** | **Reads after QC** | **Reads Aligning to UMD3.1.68** | **Reads Aligning Uniquely to UMD3.1.68** | **Reads Aligning to Genes** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 7S | 35,531,177 | 319,143 | 811,013 | 34,401,021 | 33,034,345 | 29,929,732 | 22,008,536 | 21,617,227 |
| 8S | 42,701,190 | 212,634 | 297,204 | 42,191,352 | 42,060,747 | 39,510,950 | 28,788,096 | 28,526,343 |
| 9S | 39,733,845 | 276,697 | 3,830,181 | 35,626,967 | 35,308,457 | 32,324,504 | 24,940,747 | 24,682,635 |
| 10S | 37,834,521 | 326,905 | 1,374,303 | 36,133,313 | 34,658,341 | 31,140,804 | 22,754,746 | 22,477,046 |
| 2M | 35,079,188 | 272,113 | 464,663 | 34,342,412 | 32,996,280 | 30,024,759 | 23,042,362 | 22,809,423 |
| 3M | 44,401,783 | 289,778 | 649,851 | 43,462,154 | 43,107,430 | 40,269,999 | 30,931,375 | 30,757,376 |
| 4M | 40,699,727 | 280,820 | 7,272,269 | 33,146,638 | 32,868,631 | 29,571,511 | 23,373,573 | 23,050,065 |
| 5M | 38,751,887 | 198,345 | 414,804 | 38,138,738 | 38,079,095 | 36,361,987 | 34,268,099 | 33,963,761 |
| Sum | 314,733,318 | 2,176,435 | 15,114,288 | 297,442,595 | 292,113,326 | 269,134,246 | 210,107,534 | 207,883,876 |
| Average | 39,341,665 | 272,054 | 1,889,286 | 37,180,324 | 36,514,166 | 33,641,781 | 26,263,442 | 25,985,485 |

# Supplementary material for: The miRNAome of the postpartum dairy cow liver in negative energy balance
**Source:** BMC Genomics. 2014 Apr 12;15:279. doi: 10.1186/1471-2164-15-279
**Supplement:** Additional file 2: Table S2 — Percentage distribution of RNA biotypes.

**Additional file 2: Table S2.** Percentage distribution of RNA biotypes

| **Gene Biotype** | **Percentage** |
| --- | --- |
| miRNA | 99.06 |
| misc_RNA | 0.02 |
| mt_rRNA | 0.08 |
| mt_tRNA | 0.04 |
| protein_coding | 0.59 |
| pseudogene | 0.001 |
| retrotransposed | 0.0003 |
| rRNA | 0.00036 |
| snoRNA | 0.198 |
| snRNA | 0.0012 |

How the deposited data were processed for this re-analysis (not part of the article)

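Small RNA from the liver of 8 cows, 4 in MNEB and 4 in SNEB, was sequenced as 1 library per cow approximately 14 days postpartum. The deposited counts were made by the authors. Adaptors were trimmed with Cutadapt 1.1, reads were filtered on base quality and checked with FastQC 0.10.0, aligned to UMD3.1 with Novoalign 2.07.11, and uniquely aligned reads were counted per Ensembl gene with HTSeq 0.5.3p3. The strand setting of the counting is not given in the sources used here. The table holds 24616 genes, 1153 of them miRNA genes (619 with a name and 534 without), and 3 entries that name no gene, which are totals and stayed out of library sizes and tests. All columns of libraries were mapped to samples. Library 2M is MNEB in the tables of the paper and SNEB in its label, and was analysed as MNEB. The column headed 6S was taken as library 8S from the column letter in the label of 8S.

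RPM and shares were computed from the counts, with the total over all genes as the denominator of RPM and the total over miRNA genes as that of shares. Gene counts per library were 22809423 in 2M, 30757376 in 3M, 23050065 in 4M, 33963761 in 5M, 21617227 in 7S, 28526343 in 8S, 24682635 in 9S and 22477046 in 10S, equal to the reads aligning to genes in Table 1. Shares of single libraries carry 95% Wilson intervals of at most 0.0201 percentage points to either side, and a count of 0 allows 3 counts. The 12 pairs of libraries within groups were compared by chi-square, and none differed by less than the sampling noise.

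SNEB was compared with MNEB by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM scaling and Benjamini-Hochberg adjustment, over 120 miRNAs with a mean above 10 RPM and over 262 miRNAs with at least 1 read in every library. The fit was tested on simulated data, 20 simulations with 24 of 120 or 52 of 262 miRNAs changed. Of the calls in them, 4.7% and 3.19% were false. Alternatives were upper quartile, RLE and no scaling, library sizes without miR-122 or without the 10 most abundant miRNAs, other filters, edgeR's exact test, DESeq2 1.42.0, limma voom with and without sample weights (limma 3.58.1), library 2M in SNEB, and each library left out in turn. Shares, biotypes and single miRNAs were compared by two-sided exact permutation tests over 70 assignments with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, with a pseudocount of 0.5 RPM where logarithms were taken. The 8 libraries were also divided in all 35 ways into groups of 4.

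Lists of miRNAs were fixed before the data were examined and tested with limma's camera, with an estimated correlation and fry as alternatives: the let-7 family, hepatocyte-enriched miRNAs, stellate cell, smooth muscle and fibroblast miRNAs, endothelial, leukocyte and Kupffer cell, erythrocyte, cholangiocyte and epithelial, and muscle miRNAs, miRNAs of lipid and glucose metabolism, the mir-17-92 cluster and its paralogs, and the DLK1-DIO3 cluster. The rule for named miRNAs, fixed at the same time after the tables of the paper had been seen, takes those the paper names, the 15 most abundant, those that pass, the 5 of each direction with the smallest p above 10 RPM, up to 4 members of each list, miR-145, let-7b, and miRNAs in which a library stands far from its group. Fragments of 2205 protein-coding genes were tested with the same fit, and 5 lists of genes (fatty acid oxidation and ketogenesis, fatty acid and sterol synthesis, Kupffer cell and macrophage, acute phase, and hepatocyte secreted proteins) were written after the genes with the smallest p had been seen. Gene neighbours were taken by name from the RefSeq annotation of ARS-UCD2.0, in which 12 of 12 miRNAs searched were matched, and coordinates from Table 2 on UMD3.1.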

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

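The tests chosen after the result was seen were the weighing of the explanations of miR-143, among them its values without libraries 4M and 9S, the comparison of miR-3596 with let-7c, and all tests on protein-coding genes with their divisions of the libraries.

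miR-143 had a log2 fold change of -2.51 in SNEB without passing edgeR's quasi-likelihood test (adjusted p = 0.317), which rests on libraries 4M and 5M, since 2M and 3M, at 2017 and 2537 RPM, lie within the SNEB range of 1543 to 2612 RPM, and without MNEB replicate 5 the value was -0.95. Each as the whole cause, scaling of library 5M is argued against by the value with no scaling factors, -1.54 (standard error 0.605), and the short inserts of libraries 4M and 9S by the value without both, -2.38 (standard error 0.939), though 4M or 5M still carries the change in each. Both causes together cannot be told apart from the others, because the value without 4M and 9S and with no scaling factors was -1.01 (standard error 0.609, adjusted p = 0.954 in edgeR), between 1 and 2 standard errors below 0, although the RT-qPCR of the paper (Table 3), which depends on neither the scaling nor the inserts of the libraries and was not analysed here, gives miR-143 as lower in SNEB too. A change in stellate and smooth muscle cells is argued against as the whole cause by the other 11 members of that list, whose median was -0.0481 (SD 0.907) where miR-143 stood at -2.14. The energy balance of the cows and differences between single animals remain open, and a fit without 4M and 5M was run and is not given, because these libraries were picked by their miR-143 level.

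In libraries 4M and 9S the same miRNAs stood apart from their groups. Of 240 groups of 4 libraries (120 miRNAs in each condition), 29 held a library far from the rest, 12.1%. Of these, 11 were in 4M, 10 in 9S and 8 in other libraries, and 5 miRNAs stood apart in both. The cut-off flags about 1 in 20 groups (5%) by chance where values are independent and normally distributed. RPM need not be normally distributed, and the miRNAs of a library can vary together. The 12.1% therefore does not show an excess over chance. Both libraries had the most reads too short after trimming, and a shared technical profile may be the source, but it cannot be told apart from a difference between the animals: the deviations of 4M and 9S had the highest correlation of the 16 pairs of an MNEB and an SNEB library (Pearson r across 120 miRNAs 0.535, although genes are not independent replicates), yet this pair was picked for the pattern and others were close, 0.445 for 2M and 7S and 0.408 for 2M and 10S (difference from the next 0.118 on Fisher's z, standard error 0.131). A few miRNAs taking most of the counts is argued against, since all 5 stayed above the rest of their group with miR-122 left out of the total.

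The miR-3596 gene held the third most reads. Its sequence in Table 2 has a reverse complement that is the sequence of let-7b and differs from let-7c at 1 position (A17G, counted from 1 at the 5′ end of let-7c). The gene overlaps the let-7b gene in the RefSeq annotation, and the table names 0 let-7b genes. Reads of let-7b on the opposite strand may therefore be counted there. They cannot be told apart from miR-3596 reads, because the strand setting of the counting is not given in the sources used here.

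In SNEB, library 9S stood apart from the other 3 libraries in 10 miRNAs above 10 RPM. It was below them for miR-122, at 670212 RPM against 744186 to 757482. It was above them for miR-192 at 82848 RPM (62903 to 65926), miR-148a at 2212 (733 to 825), miR-1307 at 687 (210.0 to 255), miR-885 at 382 (116 to 138), miR-148b at 329 (67.2 to 79.6), miR-455 at 87.1 (20.3 to 24.4), miR-210 at 52.7 (19.2 to 24.5), miR-95 at 58.6 (15.4 to 17.0) and miR-125b-2 at 29.0 (6.20 to 8.05).

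In MNEB, library 4M stood above the other 3 libraries in 11 miRNAs. These were miR-148a at 5688 RPM (956 to 1511), miR-22 at 1965 (470.0 to 615), miR-27b at 919.9 (89.0 to 134), miR-885 at 481 (106 to 161), miR-30f at 402 (112 to 147), miR-148b at 577 (16.8 to 98.9), miR-28 at 147 (81.3 to 86.5), miR-100 at 191 (78.3 to 93.3), miR-210 at 106 (13.8 to 23.1), miR-125b-2 at 87.2 (3.36 to 11.1) and miR-1468 at 55.6 (6.21 to 11.1).

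In other libraries, miR-21 stood at 609 RPM in 5M (4124 to 4819 in the other MNEB libraries), miR-185 at 4462 in 3M (2106 to 2402), miR-193b at 620.4 in 2M (133 to 182) and miR-486 at 48.8 in 5M (20.8 to 25.0). Among SNEB libraries miR-15a stood at 54.1 RPM in 8S (94.1 to 98.7), miR-17 at 21.6 in 8S (31.9 to 32.4), miR-146b at 46.2 in 8S (6.89 to 12.6) and miR-26a-2 at 34.4 in 7S (7.01 to 11.3).

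Reads too short after trimming were 17.9% in 4M against 1.07% to 1.46% in the other MNEB libraries. Uniquely aligning reads were 94.2% of the aligned reads in 5M (76.7% to 79.0%) and 77.2% in 9S (72.9% to 73.5%). Of the miRNA reads in 9S, 67.7% were miR-122 (75.2% to 76.5%) and 8.37% miR-192 (6.36% to 6.67%).

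Fragments of mRNAs, which the paper does not analyse, gave 4 protein-coding genes past an adjusted p of 0.05 in edgeR's quasi-likelihood test. ANGPTL4 had a log2 fold change of 3.53 (adjusted p = 3.34e-04), CREB3L3 2.64 (adjusted p = 0.0214), CYP11A1 3.07 (adjusted p = 0.0308) and FADS2 -3.71 (adjusted p = 0.00274), each in edgeR's quasi-likelihood test over 2205 genes. Without MNEB replicate 3 the adjusted p in edgeR was 0.0842 for CREB3L3 and 0.0886 for CYP11A1, without SNEB replicate 7 0.0941 for both, without SNEB replicate 8 0.0886 and 0.0503, and without SNEB replicate 10 0.0821 and 0.0923. That of CYP11A1 in edgeR was also 0.0581 without MNEB replicate 4 and 0.0859 without SNEB replicate 9. The number of genes called was 103 without MNEB replicate 5, 14 without MNEB replicate 2, 3 without SNEB replicate 9 and 2 without MNEB replicate 3 or SNEB replicate 7, 8 or 10. Of the 35 ways to divide the libraries, 1, the real one, gave as many, with 1 gene in the highest other. This is the smallest share the divisions can give, and the test was chosen after the result was seen, so it alone does not exclude chance.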

How the results depend on the processing

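Settings chosen only after the result was seen were those over any library for detection, above 100 RPM, without libraries 4M and 9S, those combining several choices (miR-143 was -1.01, with 0 miRNAs called in edgeR, without 4M and 9S and with no scaling), and all on protein-coding genes. No paired analysis was possible because the replicate numbers of the MNEB cows (2 to 5) and of the SNEB cows (7 to 10) have none in common. Causes were not tested unless named. For the 54 named miRNAs besides miR-143 and miR-1247, 1490 of 1653 alternatives kept the direction and side of the threshold, 17 passed it and 146 turned the direction, in 29 miRNAs, and 25 miRNAs kept theirs throughout. In simulated counts, with 24 of 120 or 52 of 262 miRNAs changed at once, the recovery of 4-fold changes was 80.6% above 10 RPM and 55.6% over the miRNAs detected in every library.

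miRNAs numbered 480 with a read in any library, 70 above 10 RPM in every library and 53 above 100 RPM. Without each library in turn, the difference of the share of the 10 most abundant miRNAs ran from -0.812 to 0.978, of miR-122 from -6.28 to 4.06, of the let-7 members from 0.548 to 1.37 and of miRNA genes from -0.246 to 0.0173. With library 2M in SNEB the let-7 difference was 1.37 (two-sided exact permutation test of 5 against 3 libraries, p = 0.0179, the smallest possible there).

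Above 10 RPM, 1 miRNA was called by DESeq2 (miR-143 -2.42), with a read in any library (miR-1247), with library 2M in SNEB (miR-143 -2.86), and above 100 RPM with edgeR's exact test (miR-143 -2.50), also with upper quartile (-2.17). With library 2M in SNEB that test called 10 above 100 RPM (-2.81) and 12 above 10 RPM (-2.86). miR-143 ran from -2.66 to -0.95 without each library. Over the miRNAs detected in every library, 1 was called by edgeR's exact test (miR-1247 4.19), DESeq2 (3.99) and the filter of any library (4.29), 2 by edgeR's exact test with library 2M in SNEB, and 4 with all genes tested together (CYP11A1, ANGPTL4, FADS2 and ITM2C, named after their values were seen). miR-1247 ran from 2.42 (without SNEB replicate 9) to 4.56.

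Protein-coding genes called were 15 with upper quartile, 18 with no scaling, 47 with edgeR's exact test, 43 with DESeq2, 2 with limma voom, 73 with a mean count above 1, and 2 to 103 without each library.

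Of the lists, 0 were called with an estimated correlation or fry and 1 with no scaling, and 1 (without MNEB replicate 3 or 5, or SNEB replicate 8) to 2 without each library. The let-7 mean was 0.77 with an estimated correlation and fry, where the call ended. The hepatocyte mean was -0.43 in both, -0.21 with no scaling and -0.58 to -0.33 without each library, with the call lost at -0.45 without MNEB replicate 3, -0.33 without MNEB replicate 5, -0.36 without SNEB replicate 8 and -0.46 without SNEB replicate 10. The test's direction turned in lists that were not called, at these means: erythrocyte -0.34 without 4M and 9S and -0.30 to 0.0192 without each library; cholangiocyte -0.0393 with upper quartile, -0.37 above 10 RPM, -0.0309 without 4M and 9S and -0.12 to 0.10 without each library; lipid and glucose -0.11 with fry, 0.11 without 4M and 9S and -0.38 to -0.0117 without each library; mir-17-92 0.13 with no scaling and -0.0909 to 0.22 without each library. DLK1-DIO3 was called at -0.89 above 10 RPM, and ran from -0.41 (without SNEB replicate 10, called) to 0.00168 (without SNEB replicate 9).

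Of the 35 divisions of the libraries into groups of 4, 6 gave at least the real 2 lists (highest other 4), so chance cannot be excluded for them. The real count of miRNAs was 0 above 10 RPM (highest other 7) and 0 over those detected in every library (highest other 5), so that 35 and 35 divisions give as many by definition and the divisions test nothing there. The division of 2M, 7S, 8S and 10S from 3M, 4M, 5M and 9S gave the 7 and the 5, which may point to a structure of the samples, though it was picked as the highest of 35. Its 7 were miR-143 (log2 fold change 2.53), miR-148a and miR-125a, higher in 3M, 4M, 5M and 9S, and let-7a-1, let-7a-2, let-7f-1 and let-7f-2, lower there. The differences in miR-143 and these let-7 copies thus also separate groups in which 2M and 9S have changed places.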

Differences from the paper's values

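The settings named here as chosen after the values were seen are the count over any library, the threshold of 100 RPM, the fits without libraries 4M and 9S, and the combinations of several choices.

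The paper's number of miRNAs with at least 1 read in each library is 479, and 262 were found here. The alternatives set before the data were examined, at least 5 reads (208), at least 10 reads (180) and each library left out in turn (262 to 287), all differ as well. Counting miRNAs with at least 1 read in any library, chosen after seeing the values, gives 480.

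The paper's number of miRNAs above a mean of 10 RPM is 53, and 120 were found here. Of the alternatives set before the data were examined, more than 10 RPM in every library gives 70, which is within 1.5 times the paper's value. The others differ: totals over miRNA genes, over uniquely aligning reads (119) or over reads after quality control (104), the median (117), the summed counts (117), and each library left out in turn (117 to 123). A mean above 100 RPM, chosen after seeing the values, gives 53 and drops 0 of the paper's called items, since miR-143 passes that filter.

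The paper calls 1 miRNA, miR-143, and edgeR's quasi-likelihood test called 0 of 120 here, with 16 at an unadjusted p under 0.05. The paper's methods name edgeR with tagwise dispersions, and edgeR's exact test with tagwise dispersions also called 0 (adjusted p of miR-143 0.0784). It ran in a later version of edgeR and over more miRNAs than the paper kept, so it is not a repeat of the paper's test. Of the alternatives set before the data were examined, DESeq2 (adjusted p = 0.0434) and library 2M in SNEB (adjusted p = 0.0282 in edgeR's quasi-likelihood test) call miR-143 alone, and the filter of at least 1 read in any library calls 1 miRNA that is miR-1247. The other scalings, filters and tests and each library left out call 0. Of the settings chosen after seeing the values, above 100 RPM with edgeR's quasi-likelihood test (adjusted p = 0.0917) or with edgeR's exact test and no scaling (adjusted p = 0.708), without libraries 4M and 9S (adjusted p = 0.629) and the same with no scaling (adjusted p = 0.954) do not call miR-143, and so drop the paper's 1 called miRNA. Others, also chosen after seeing the values, call it: above 100 RPM with edgeR's exact test (adjusted p = 0.0156) and the same with upper quartile scaling (adjusted p = 0.0367) call 1 miRNA, above 100 RPM with edgeR's exact test and library 2M in SNEB calls 10 (adjusted p = 2.09e-05), and edgeR's exact test with library 2M in SNEB calls 12 (adjusted p = 1.43e-04) above 10 RPM and 2 of the 262 miRNAs detected in every library (adjusted p = 0.00254 for miR-143).

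The paper's fold of miR-143 is 3.2 lower in SNEB, and 5.69 was found here. Of the alternatives set before the data were examined, those within the paper's value are upper quartile (3.77), no scaling (2.90), library size without miR-122 (4.15) or without the 10 most abundant miRNAs (3.00), limma voom (2.83), at least 1 read in each library (4.41) or in any library (3.36), filterByExpr (4.75), all genes tested together (4.12) and without SNEB replicate 7 (4.67). Those that still differ are RLE (5.37), edgeR's exact test (5.69), DESeq2 (5.37), limma voom with sample weights (1.69), median RPM or at least 4 libraries above 10 RPM (5.10), mean RPM above 1 (4.86), library 2M in SNEB (7.25) and the other libraries left out in turn (1.93 to 6.34). The ratio of mean raw counts is 3.17, and above 100 RPM with edgeR's exact test and no scaling the fold is 2.90 (adjusted p = 0.708), both chosen after seeing the values, and neither is a call of miR-143.

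The paper's adjusted p of miR-143 is under 0.005, and 0.317 was found here with edgeR's quasi-likelihood test. All alternatives set before the data were examined differ, with adjusted p from 0.0282 to 0.991. Below the paper's bound lie edgeR's exact test with library 2M in SNEB and the same above 100 RPM, chosen after seeing the values.

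The paper states that miR-1247 would have been called without the threshold on RPM. Over the miRNAs detected in every library its adjusted p was 0.241 in edgeR's quasi-likelihood test, 0.00692 in edgeR's exact test and 8.76e-04 in DESeq2, and over all miRNAs with a read in any library 0.0230 in edgeR's quasi-likelihood test.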

Other observations

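The tests on the label of library 2M, on Kupffer cells, on all protein-coding genes and on the lists of protein-coding genes were chosen after the result was seen.

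The 4 protein-coding genes that passed edgeR's quasi-likelihood test were ANGPTL4, CREB3L3, CYP11A1 and FADS2. ANGPTL4, a secreted inhibitor of lipoprotein lipase, stood at 614 ± 205 CPM in SNEB, relative to the reads of protein-coding genes, and 52.1 ± 14.0 CPM in MNEB (SD, n = 4 each). CREB3L3, a transcription factor of the liver's fasting response, stood at 1931 ± 392 and 296 ± 141 CPM, and CYP11A1, the enzyme that starts steroid synthesis from cholesterol, at 321 ± 106 and 43.2 ± 42.2 CPM. FADS2, a desaturase of fatty acid synthesis, stood at 36.9 ± 27.4 CPM in SNEB and 479 ± 240 CPM in MNEB. FADS2, ANGPTL4 and CYP11A1 had few reads in the group where they were lower. FADS2 had 2, 10, 2 and 8 reads in 7S, 8S, 9S and 10S. In 2M, 3M, 4M and 5M ANGPTL4 had 5, 4, 10 and 10 reads and CYP11A1 had 9, 2, 2 and 7. How far such fragments follow the level of the mRNA was not tested. With library 2M in SNEB the adjusted p in edgeR was 0.0542 for ANGPTL4, 0.267 for FADS2, 0.108 for CREB3L3 and 0.0303 for CYP11A1.

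Lists of protein-coding genes were written after the genes with the smallest p had been seen, so they are not independent evidence. Of 20 genes listed for fatty acid oxidation and ketogenesis 15 were tested, among them CPT1A and PDK4. All 15 had a log2 fold change above 0, with a median of 0.50 (adjusted p = 6.17e-04 with limma's camera, adjusted p = 0.315 with an estimated correlation). Without MNEB replicate 4, 14 of 15 were above 0, with a median of 0.25 (adjusted p = 0.0102 with limma's camera). Of 18 genes listed for Kupffer cells and macrophages only 7 were tested, among them MARCO, CD163 and C1QA. All 7 were below 0 with a median of -3.25 (adjusted p = 6.26e-09 with limma's camera, adjusted p = 0.256 with an estimated correlation). Without MNEB replicate 4 the median was -1.88. The other members of the list were not measured by this fit. The acute phase list was placed higher (adjusted p = 0.0152 with limma's camera, adjusted p = 0.657 with an estimated correlation), and that call ended without SNEB replicate 9 (adjusted p = 0.358), MNEB replicate 2 (0.158) or MNEB replicate 4 (0.0641). Fatty acid and sterol synthesis (adjusted p = 0.661) and hepatocyte secreted proteins (adjusted p = 0.251) did not pass limma's camera test. The hepatocyte list was called lower without MNEB replicate 4 (adjusted p = 0.00880 with limma's camera, mean -0.43 against -0.25), and the direction of the test turned to higher without MNEB replicate 5 for it and without MNEB replicate 2, SNEB replicate 8 or SNEB replicate 9 for the synthesis list. Of the 35 divisions of the libraries, 20 called at least the real 3 lists, with 4 in the highest other, so chance cannot be excluded.

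A candidate explanation of the lower macrophage transcripts is a smaller number of Kupffer cells and leukocytes in the SNEB samples. Among the genes with the smallest p, the leukocyte transcripts PTPRC and LCP1 were lower too, with log2 fold changes of -2.60 and -2.65 (adjusted p = 0.104 and 0.0623 in edgeR's quasi-likelihood test). These 2 go with it. Against a loss of both as the whole cause stands the miRNA list of these cells, if such a loss lowers it by about as much. Whether the list follows the number of these cells was not tested. It had a median log2 fold change of 0.38 over 7 members (SD 0.299, median standard error 0.556), above both the -3.25 of the macrophage transcripts and their -1.88 without MNEB replicate 4. That list rests on library 5M for its sign, and without MNEB replicate 5 its median was -0.12, with 4 of 7 members below 0, where the median of the transcripts was -3.52. With no scaling its median was 0.16. The bound of this test was changed after its value had been seen, from a comparison with 0 to a comparison with the transcripts. Since the sign of that list rests on library 5M and its link to cell number was not tested, a loss of both remains open. A loss of Kupffer cells alone and less transcript per cell remain open too and were not tested.

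Library 2M may carry the wrong label in the repository or in the paper. Of 14 genes that separate the other 3 MNEB libraries from the SNEB libraries, 2M was nearer to MNEB in 7, among them FADS2 and ANGPTL4, and nearer to SNEB in the rest, among them C1QA and CYP11A1. By range, 2M lay within MNEB and outside SNEB for FADS2, ANGPTL4, CREB3L3, ABR, BT.46809, C1QB, C1QC and CD5L. For FADS2 it held 465 CPM, against 257 to 815 in MNEB and 13.7 to 68.5 in SNEB. MARCO and CD163 lay within SNEB and outside MNEB, and the remaining genes between the groups. The ranges thus lean to MNEB, but these genes are not independent of each other and do not settle the label. Of the 20 genes with the smallest p in the other 7 libraries, 2M was nearer to MNEB in 7, 5M in 5, 4M in 14 and 3M in 17, and of 20 miRNAs chosen the same way 2M was nearer to MNEB in 1, 3M in 2, 5M in 9 and 4M in 11. The label and the table of the paper cannot be told apart by these counts of nearness, because 5M in the genes and 3M in the miRNAs, whose labels match the paper, are placed about as far from their group. The methods of the paper give 4 animals from each group, and the design text in the repository gives 5 SNEB and 3 MNEB animals.

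Fragments of the mRNAs discussed as targets of miR-143 were few. LRP2 had 1, 1, 1 and 5 reads in 2M, 3M, 4M and 5M and 7, 8, 6 and 3 reads in 7S, 8S, 9S and 10S, or 12.8 ± 6.05 CPM in MNEB and 39.4 ± 10.0 CPM in SNEB (SD, n = 4 each). ARHGEF40 stood at 6.70 ± 11.2 and 25.8 ± 8.89 CPM and PXDC1 at 9.66 ± 16.4 and 24.9 ± 25.0 CPM, while CHRM1 had 1 read in each group, in 2M and in 8S, too few to give a direction. These genes lay below the filter of the fit and were not tested.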
